# Pleiotropic fitness effects of a *Drosophila* odorant-binding protein

**DOI:** 10.1093/g3journal/jkac307

**Published:** 2022-12-01

**Authors:** Sneha S Mokashi, Vijay Shankar, Joel A Johnstun, Trudy F C Mackay, Robert R H Anholt

**Keywords:** *Obp56h*, CRISPR-Cas9, pleiotropy, fitness, starvation resistance, heat stress, RNA sequencing, chemosensation, sleep, sexual dimorphism

## Abstract

Insect odorant-binding proteins (OBPs) are members of a rapidly evolving multigene family traditionally thought to facilitate chemosensation. However, studies on *Drosophila* have shown that members of this family have evolved functions beyond chemosensation, as evident from their expression in reproductive tissues and the brain. Previous studies implicated diverse functions of *Obp56h*, a member of the largest gene cluster of the *D. melanogaster Obp* repertoire. Here, we examined the effect of CRISPR/*Cas9*-mediated deletion of *Obp56h* on 2 fitness phenotypes, on resistance to starvation stress and heat stress, and on locomotion and sleep phenotypes. *Obp56h*^−/−^ mutants show a strong sexually dimorphic effect on starvation stress survival, with females being more resistant to starvation stress than the control. In contrast, *Obp56h*^−/−^ females, but not males, are highly sensitive to heat stress. Both sexes show changes in locomotion and sleep patterns. Transcriptional profiling of RNA from heads of *Obp56h*^−/−^ flies and the wildtype control reveals differentially expressed genes, including gene products associated with antimicrobial immune responses and members of the *Turandot* family of stress-induced secreted peptides. In addition, differentially expressed genes of unknown function were identified in both sexes. Genes encoding components of the mitochondrial electron transport chain, cuticular proteins, gene products associated with regulation of feeding behavior (*Lst* and *CCHa2*), ribosomal proteins, lncRNAs, snoRNAs, tRNAs, and snRNAs show changes in transcript abundances in *Obp56h*^−/−^ females. These differentially expressed genes are likely to contribute to *Obp56h*-mediated effects on the diverse phenotypes that arise upon deletion of this OBP.

## Introduction

Multigene families that arise through repeated gene duplication events are one of the key drivers of adaptive evolution (Long *et al*., 2013; Magadum *et al*., 2013; Vaschetto and Ortiz, 2019). Functional redundancy within such gene families confers stability in the face of environmental fluctuations (Zhou *et al*., 2012), and relaxed selection pressures on daughter genes allow neofunctionalization and functional diversification. It is generally accepted that the diverse family of insect odorant-binding proteins (OBPs) evolved rapidly to facilitate chemosensation by promoting solubilization of airborne odorants in the perilymph surrounding olfactory sensory neurons (Hekmat-Scafe *et al*., 2002; Vieira *et al*., 2007; Pelosi *et al*., 2014; Sun, Xiao, *et al.*, 2018). Although CRISPR-mediated deletion of a subset of *Drosophila melanogaster Obp* genes did not affect electrophysiological responses to odorants (Xiao *et al*., 2019), behavioral measurements using RNAi knockdown of *Obp*s implicated combinatorial interactions between odorants and OBPs (Swarup *et al*., 2011), underscoring functional redundancy among members of this multigene family.

In addition to their role in olfaction, studies in *D. melanogaster* have shown that members of the *Obp* gene family have been co-opted for functions other than chemosensation. *Obp59a* has been implicated in humidity sensing (Sun, Larter, *et al.*, 2018). CRISPR-mediated deletion of the *Obp50a-d* gene cluster followed by reinsertion of different combinations of paralogs provided evidence for functional diversification, redundancy, and epistasis among paralogs of this cluster and implicated *Obp50a* in development and *Obp50d* in stress resistance (Johnstun *et al*., 2021). Association analyses with wild-derived inbred *D. melanogaster* lines of the *D. melanogaster* genetic reference panel identified two polymorphic markers in *Obp19d* that were associated with variation in lifespan (Arya *et al*., 2010). A paralog of *Obp19d*, *Obp19c*, is expressed in ovaries and has been implicated in oviposition and postmating behavior (Arya *et al*., 2010). In addition, *Obp8a* is abundant in the male accessory gland. These observations suggest that OBP8a and OBP19c, and potentially other OBPs found in seminal fluid (McGraw *et al*., 2004; Findlay *et al*., 2008), may bind thus far unidentified hydrophobic molecules associated with the transfer of sperm during mating and stimulation of oviposition.

The *Obp56* cluster is the largest gene cluster of the multigene *Obp* family in *D. melanogaster*. 

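In the BDGP6 assembly, with Ensembl's gene annotation, *Obp56h* (FBgn0034475) lies on the plus strand of 2R from 19815554 to 19816204, a span of 651 bp. It has 2 exons, from 19815554 to 19815630 (77 bp) and from 19815689 to 19816204 (516 bp), and the coding sequence runs from 19815577 to 19815630 and from 19815689 to 19816036. The 5′ untranslated region is 23 bp long, and the 3′ untranslated region is 165 bp long in transcript *Obp56h-RA* and 67 bp long in *Obp56h-RB*, which ends at 19816106. No exon of another annotated gene overlaps it on either strand. The nearest gene upstream is *tRNA:Lys-CTT-1-11*, which ends 12891 bp before *Obp56h* starts, and the nearest downstream is *Toll-7*, which starts 10374 bp after *Obp56h* ends. The next *Obp* gene upstream, *Obp56g*, ends 31511 bp away on the minus strand. The positions of the guide RNAs were not analysed here.

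**Figure D1:**
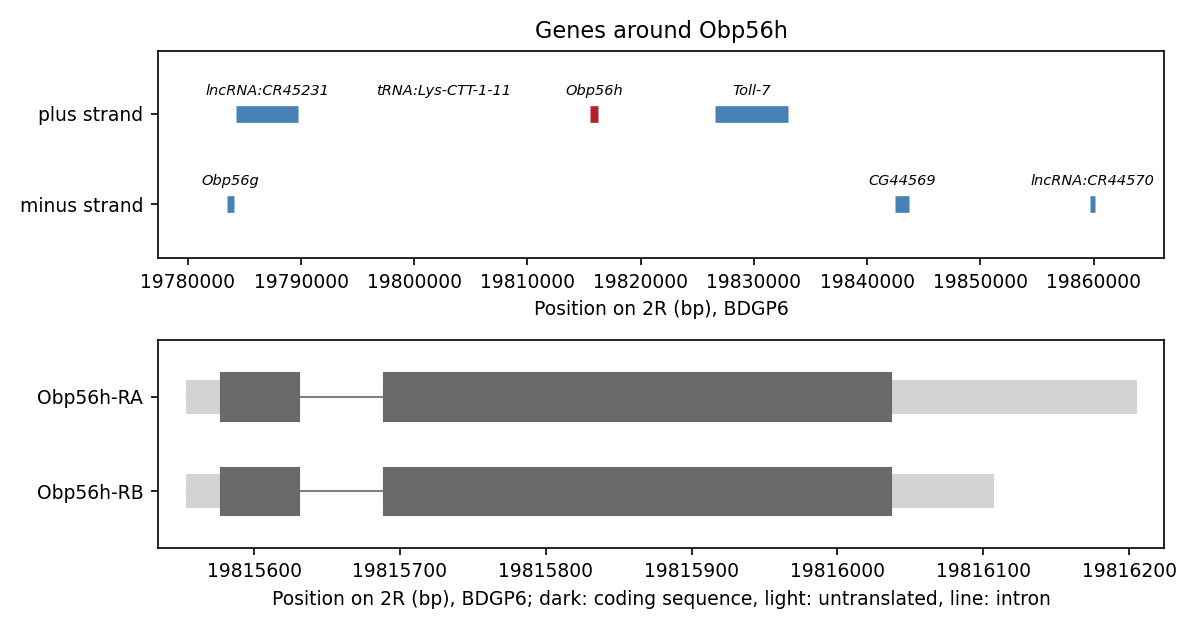
The region of 2R around *Obp56h*, with position in bp on each horizontal axis. The upper map shows *Obp56h* in red and the 3 nearest annotated genes on each side in blue, by strand, and the lower map shows the exons of both transcripts, with coding sequence dark, untranslated sequence light and the intron as a line; *Toll-7* starts 10374 bp downstream and *tRNA:Lys-CTT-1-11* ends 12891 bp upstream.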

Within this cluster, *Obp56h* provides an ideal target for CRISPR/*Cas9* gene editing, since it is a small gene (651 bp) without nested genes, and the nearest genes are 12,891 bp upstream and 10,374 bp downstream. RNA interference of *Obp56h* affects olfactory behavior (Swarup *et al*., 2011), avoidance of bitter tastants (Swarup *et al*., 2014), mating behavior (Shorter *et al*., 2016), and expression of co-regulated genes associated with lipid metabolism, immune/defense response, and heat stress (Shorter *et al*., 2016). *Obp56h* is expressed in the antenna (Galindo and Smith, 2001) and labellum (Galindo and Smith, 2001) and in cells of the central brain (Baker *et al*., 2021; Mokashi *et al*., 2021), which suggests functional pleiotropy at the *Obp56h* locus, i.e. diverse physiological roles of its gene product. Here, we show that CRISPR/*Cas9*-mediated deletion of *Obp56h* reveals sexually dimorphic effects on starvation stress resistance, resistance to heat stress, locomotion, and sleep patterns. In addition to effects on organismal phenotypes, transcriptional profiling shows differentially expressed genes between *Obp56h*^−/−^ flies and the *Canton S-B* (*CSB*) control, associated with the diverse *Obp56h*-related phenotypes that are affected upon deletion of this odorant binding protein.

## Materials and methods

### Drosophila lines

To generate a CRISPR/*Cas9*-mediated null allele of *Obp56h* in a *CSB* genetic background, we designed two guide RNAs flanking the gene using the Optimal Target Finder online tool (Gratz *et al*., 2014; Supplementary Table 1; Fig. 1a) and cloned them into the *pU6-Bbs1-chiRNA* plasmid. We used the *pBS-Hsp70-Cas9* plasmid as a source for *Cas9* and generated a donor plasmid containing *3XP3*-driven *DsRed* flanked by 1kb sequences homologous to the regions flanking the *Obp56h* gene. This vector also has *loxP* sites flanking the *DsRed* cassette for subsequent removal of the cassette. We reared all flies at 25°C, 60–75% relative humidity, and a 12-hour light-dark cycle on standard cornmeal–molasses–agar medium. Before experimentation, we reared the flies for 2 generations at controlled densities (5 males and 5 females per vial allowed to lay eggs for 2 days). We used 3–5-day-old flies for all experiments.

**Fig. 1.**
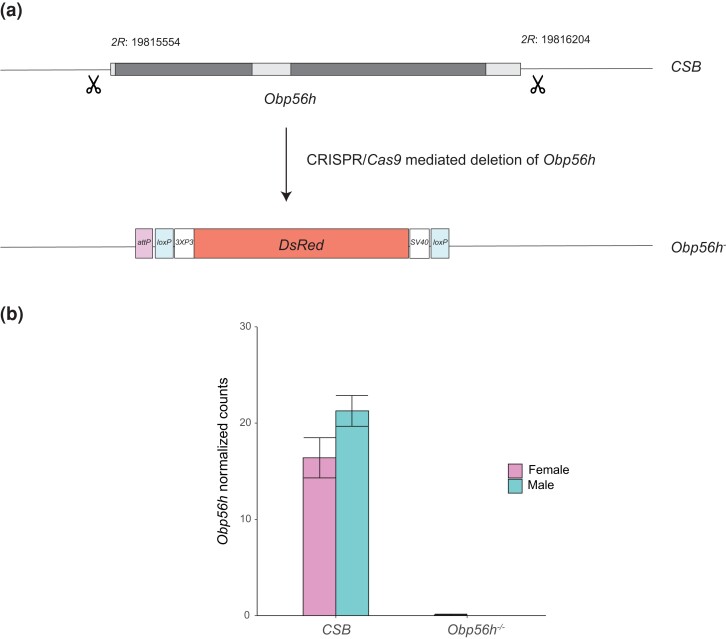
CRISPR/*Cas*9-mediated deletion of *Obp56h*. a) Construction of the *Obp56h* null allele. Dark boxes represent exons of the *Obp56h* gene, and light boxes indicate the intron and 5′ and 3′ untranslated sequences. We designed guide RNAs flanking the *Obp56h* gene for CRISPR/*Cas*9-mediated deletion at the cut sites, indicated by the scissor symbols, in the *CSB* genetic background (Supplementary Table 1). We replaced the gene with a cassette that contains a *DsRed* fluorescent marker under the control of an eyespecific *3XP3* promoter and with SV40 polyadenylation sequences, *loxP* sites for *Cre*-mediated removal of the insert, and an *attP* site. b) Average normalized *Obp56h* cpm expression counts from whole genome RNA sequencing for males and females for *Obp56h* deletion flies and the *CSB* control (see also Supplementary Tables 3 and 4).

### Quantification of organismal phenotypes

#### Starvation stress resistance

We used Drosophila activity monitors to measure starvation stress resistance. We placed one fly per tube containing starvation medium (1.5% agar in distilled water) and ran the assay for 4 days in accordance with previous work (Chiu *et al*., 2010), with a total of 64 flies per sex per genotype. We obtained activity bout data using Shiny-R DAM (Cichewicz and Hirsch, 2018) and used the time of last activity bout as the time of death.

#### Response to heat shock

The day before measuring the response to heat shock, flies of each genotype were lightly anesthetized with CO_2_ and sorted into single-sex groups of 20 individuals in standard vials containing 5 ml food. On the day of the heat stress exposure, flies from each replicate vial were transferred without anesthesia into vials without food and placed in an incubator at 37°C (±0.5°C) for 180 minutes. After heat stress exposure, flies were immediately transferred to vials containing 5 ml of standard cornmeal–agar–molasses medium and returned to the 25°C incubator for 24 hours. The percentage of surviving flies per vial was recorded 24 hours after the 3 hours heat shock. A fly was considered alive if it could move when the vial was gently tapped. We performed 5 replicates per genotype and sex.

#### Activity and sleep

We assessed total activity and proportion of sleep during the day and night (Shaw *et al*., 2000; Hendricks *et al*., 2000) using Drosophila Activity Monitors (TriKinetics). We ran the assay in accordance with previously published work (Chiu *et al*., 2010) and recorded data for 5 days on at least 64 flies per sex per genotype. We processed and analyzed the data using Shiny-R DAM (Cichewicz and Hirsh, 2018).

### Statistical analyses of organismal quantitative traits

We assessed mean differences of phenotypic values using factorial, fixed effects ANOVA models: *Y* = *μ* + *Genotype* + *Sex* + *Genotype* × *Sex* + *ɛ*, where *Y* is the phenotype, *μ* is the overall mean, and *ɛ* is the residual (error) variance. All analyses were performed using SAS Studio release 3.71 (SAS Institute, Cary, NC, USA).

### RNA sequencing

To prepare libraries for RNA sequencing, we collected 2 replicates/sex/genotype of 50 flies each, between 1 and 3 PM, and flash froze them on dry ice in 15 ml Falcon tubes (Thermo Fisher Scientific, Waltham, MA, USA). The flies were decapitated using a strainer (Carolina Biological Supply Company, Burlington, NC, USA) for head collections. The heads were collected on a dry ice-cooled fly pad and placed in 2 ml pre-filled tough microfuge tubes with glass beads. Total RNA was extracted using the Direct-Zol microprep kit RNA extraction protocol (Zymo Research, Irvine, CA, USA). The heads were homogenized in a bead mill (Thermofisher) for 1 minute at 4 m/s, after which the RNA was eluted with 15 μl water. We depleted ribosomal RNA using the NuQuant + UDI, Drosophila AnyDeplete kit (Tecan, Männedorf, Switzerland) and prepared bar-coded cDNA libraries for paired end sequencing on an S1 flow cell on the NovaSeq 6000 platform (Illumina, San Diego, CA, USA) using a 2 × 150 bp chemistry with an average of 36 million raw reads resulting in 20 million aligned reads and an average read length of 250–300 bp, as described previously (Johnstun *et al*., 2021).

### Analysis of RNA sequences

We performed the initial steps of raw read processing and normalization of expression as previously described (Johnstun *et al*., 2021). Briefly, we used the AfterQC pipeline (Chen *et al*., 2017) to trim adapters, detect abnormal polynucleotide sequences, filter for low quality (Q < 20) and short (<35 nt) sequence reads, and generate basic sequence quality metrics. We used the bbduk command from the BBTools package (Bushnell, 2018) to detect rRNA contamination. We aligned high-quality sequence reads to the *D. melanogaster* reference genome release 6 (version 6.13) using GSNAP aligner (Wu and Nacu, 2010) and mapped unique alignments to genes using the Subread package (Liao *et al*., 2013). We used GeTMM (Smid *et al*., 2018) to normalize filtered expression counts. Differential expression between null and CSB within each sex was assessed using separate contrast statements after fitting a GLM model to the normalized counts in edgeR (Robinson *et al*., 2010). Prior to fitting, genes were filtered for expression using default parameters part of the filterbyexp function. Raw *P*-values derived from GLM likelihood ratio Test were adjusted for multiple hypothesis testing using Benjamini–Hochberg false discovery rate (BH-FDR) method and genes with BH–FDR < 0.05 were considered statistically significantly differentially expressed. We performed functional enrichment analysis on the differentially expressed genes for biological processes and Reactome pathways using Panther (Mi *et al*., 2017).

## Results

### Effects of Obp56h alleles on organismal phenotypes

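RNA from heads of *Obp56h*-/- and *CSB* flies was sequenced in 2 replicates of 50 flies for each sex and genotype, and the authors deposited the number of reads counted on each gene. In *CSB* females, 54 and 90 reads were counted on *Obp56h* in replicates 1 and 2, and in *CSB* males 110 and 106 reads. In *Obp56h*-/- females, the counts were 1 and 0, and in *Obp56h*-/- males 0 and 0. Normalized by GeTMM, which divides each count by the length of the gene, scales the libraries by TMM factors and expresses the result in CPM, the mean was 16.3 ± 2.69 (SD, n = 2) in *CSB* females and 21.2 ± 2.05 (SD, n = 2) in *CSB* males. It was 0.0787 ± 0.111 (SD, n = 2) in *Obp56h*-/- females and 0 in both replicates of *Obp56h*-/- males. The smallest value the depth can show, taken as 3 reads, was between 0.472 and 0.638 in the *Obp56h*-/- libraries.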

We constructed an *Obp56h* deletion line using CRISPR/*Cas9* technology (Fig. 1a) and confirmed the deletion of *Obp56h* with appropriate primers for Sanger sequencing (Supplementary Table 1) and the absence of its transcript from whole genome RNA sequences (Fig. 1b). Removal of *Obp56h* did not affect sex ratio or viability.

We assessed the effects of *Obp56h* deletion on starvation stress resistance, heat stress resistance, locomotor activity, and sleep traits (Supplementary Table 2). *CSB* females were more resistant to starvation stress than males. Deletion of *Obp56h* did not affect starvation resistance of males but greatly increased starvation stress resistance of *Obp56h*^−/−^ females doubling their mean survival time (*P* < 0.0001; Fig. 2a). *Obp56h*^−/−^ females were as sensitive to heat stress as the *CSB* control with few survivors. Males, however, were resistant to heat shock with about 75% survival compared to *CSB* [(*P* < 0.0001); Fig. 2b]. Thus, deletion of *Obp56h* has sexually dimorphic effects on stress resistance, with protective effects for females under starvation stress and for males under heat shock conditions.

**Fig. 2.**
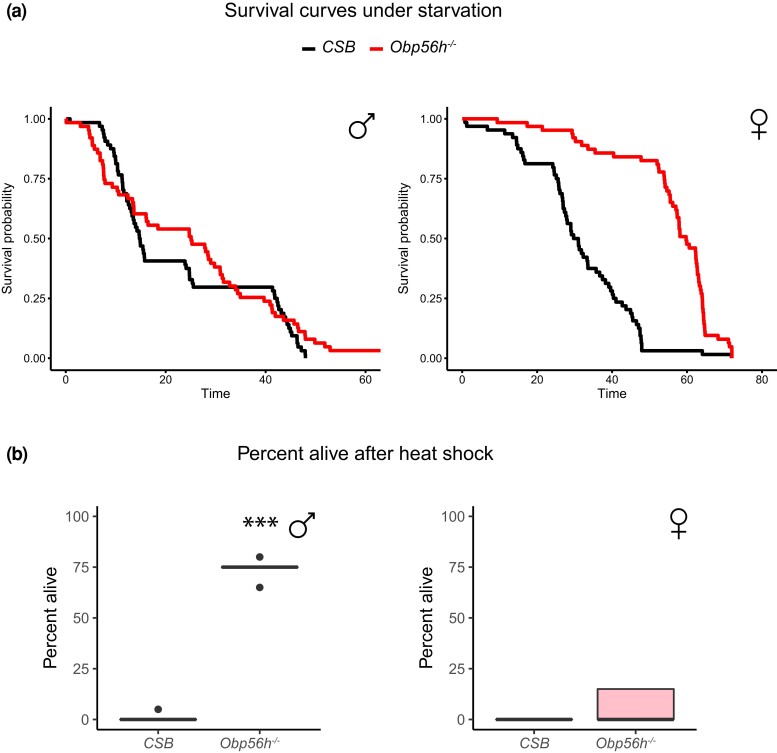
Pleiotropic effects of *Obp56h* alleles on fitness-related quantitative traits. a) Survival curves under starvation stress. The black survival curve represents the *CSB* control, and the red survival curve represents the *Obp56h*^−/−^ flies. b) Heat shock survival. Males are indicated in blue and females in pink. ***P < 0.0001 (Supplementary Table 2).

Deletion of *Obp56h* also affects locomotion and sleep. Males show an increase in total locomotion, and this increased activity is accompanied by an extended sleep proportion during the day (Fig. 3a; Supplementary Table 2). In contrast, females showed reduced locomotor activity and increased sleep proportions during the day and night (Fig. 3b and c; Supplementary Table 2).

**Fig. 3.**
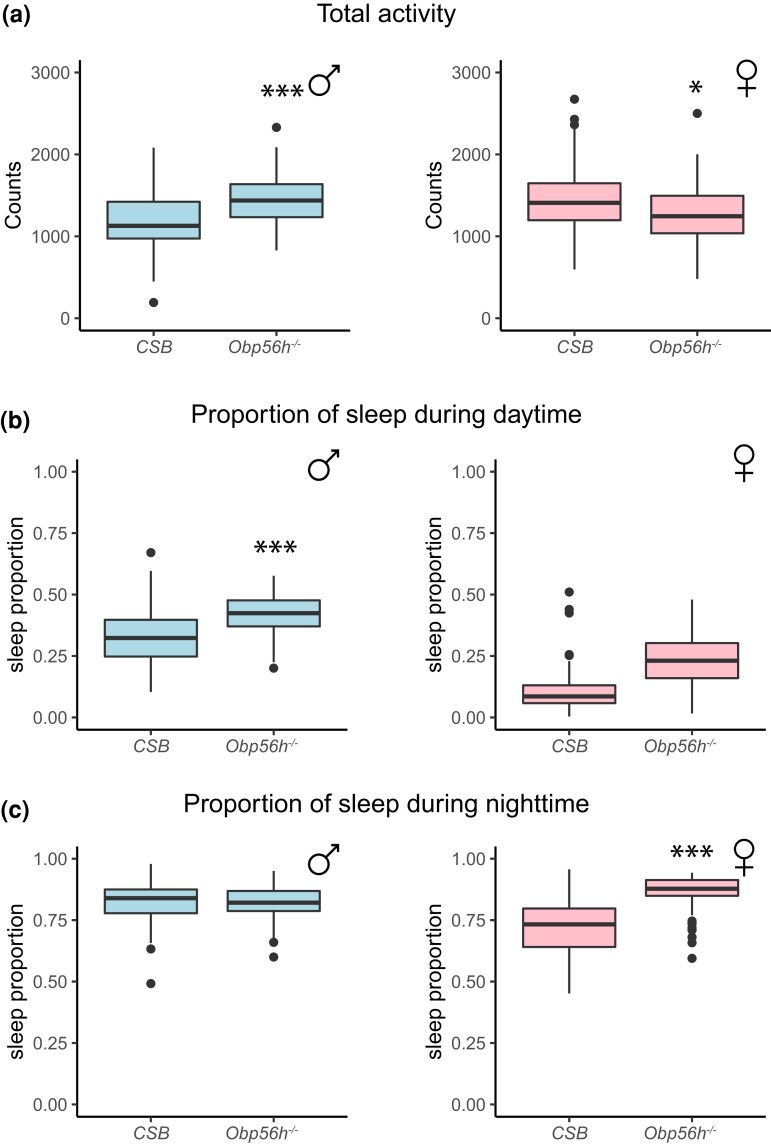
Effects of *Obp56h* alleles on activity and sleep phenotypes. Box plots showing total activity (a), sleep proportion during the day (b), and sleep proportion during the night (c) for sexes separately. *P < 0.05; **P < 0.001; ***P < 0.0001 (Supplementary Table 2).

### Effects of Obp56h alleles on genome-wide gene expression

To gain insights into the cellular processes that might underlie the observed sexually dimorphic pleiotropic effects of *Obp56h*, we identified differentially expressed genes in the *Obp56h*^−/−^ flies compared to the *CSB* control. The *D. melanogaster* transcriptome is highly modular (Ayroles *et al*., 2009). Mutations that disrupt a gene associated with complex organismal phenotypes generate *trans*-regulatory effects resulting in changes in co-regulated ensembles of genes (Anholt *et al*., 2003; Arya *et al*., 2010; Boyle *et al*., 2017; Anholt and Mackay, 2018). 

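Transcripts were measured in heads of 4 groups of flies, females and males of the *Obp56h*-/- line and of *CSB*, the *Canton S-B* control in whose background the deletion was made. Each group had 2 replicates, each of which was a pool of 50 flies. The authors trimmed and filtered the reads, screened them for ribosomal RNA, aligned them to the *D. melanogaster* reference genome with GSNAP and counted unique alignments per gene with Subread. They deposited these counts for 17490 genes in 8 libraries, without normalization. The paper's text does not state whether reads were counted by strand or how reads over overlapping genes were treated, so counts of overlapping genes carry that uncertainty. The total counts were 10127941 and 25067373 in replicates 1 and 2 of *CSB* females, 25918919 and 19369402 in *Obp56h*-/- females, 17174109 and 19597588 in *CSB* males, and 21722749 and 22516298 in *Obp56h*-/- males. The mean over the libraries was 20186797 counted reads, and the highest total was 2.56 times the lowest. All values here use the counted totals. The most highly expressed gene, *ninaE*, took between 1.96% and 2.43% of the counts of a library.

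The labels were checked with genes that differ between the sexes. *lncRNA:roX1*, which is part of the male dosage compensation machinery, was between 2627 and 3251 CPM in the male libraries and between 13.2 and 16.9 CPM in the female libraries. *Yp1*, a female yolk protein gene, was between 10160 and 12150 CPM in the female libraries, and in the male libraries it was 11.8 and 4.60 CPM in *Obp56h*-/- replicates 1 and 2 and 397 and 4.72 CPM in *CSB* replicates 1 and 2. Across genes, the log2 CPM of the replicates of a group had a Pearson correlation between 0.964 and 0.988, and in every group the counts of the replicates differed by more than the sampling noise (chi-square per degree of freedom between 9.33 and 41.1). The first principal component of log2 CPM held 53.2% of the variance and set *CSB* replicate 1 of females and of males (scores -92.5 and -72.7) apart from the other 6 libraries (2.83 to 40.7). The second held 15.4% and separated the sexes.

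For the tests, genes with low counts were removed with the default settings of edgeR's filterByExpr, which left 13536 genes. Library sizes were scaled by TMM, the 4 groups were fitted in one model that shares the estimate of the spread, and *Obp56h*-/- flies were compared with *CSB* within each sex by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper's methods name the same filter, GeTMM values and a likelihood ratio test instead, and the results depend on these choices. With 2 replicates per group, the precision of each value is limited by their number.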

We obtained whole transcriptome profiles on heads of males and females separately (Supplementary Table 3). At a false discovery rate (FDR) < 0.05, we identified 130 differentially expressed genes in females and 57 in males (Supplementary Table 4; Fig. 4). 

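In females, 140 of the 13536 genes tested had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 81 of them higher and 59 lower in *Obp56h*-/- flies than in *CSB*. In males, 68 genes passed, 35 higher and 33 lower. The median absolute log2 fold change of these genes was 1.50 in females and 1.67 in males, and the smallest was 0.57 and 0.67. At an unadjusted p under 0.05 there were 1455 genes in females and 1238 in males. For all 140 and all 68 genes, both *Obp56h*-/- replicates lay above, or both below, both *CSB* replicates. Among all genes tested this held for 5596 in females and 5531 in males, where chance gives 33.3%. The numbers depended on the processing, and among the alternatives other than leaving out a library, the one that moved them most was the fit with no filter on low counts, which gave 416 genes in females and 279 in males. Of the 130 genes the paper lists in females, 129 were tested here and all 129 had the sign the paper reports. Of these, 85 had an adjusted p under 0.05 over all genes tested and 116 when the adjustment was over the list alone, a count that shows no stability because the list was called on these libraries. Of the 57 genes the paper lists in males, all 57 had the reported sign, 44 passed over all genes and 53 over the list alone.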

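By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 47 genes had an adjusted p under 0.05 in both sexes, where 0.703 would be shared by chance between independent lists of these lengths. The lists are not independent: both come from one fit, and the deviations of same-numbered replicates from their group means had a Pearson correlation across genes of 0.533 between *CSB* females and *CSB* males. All 47 changed in the same direction, 25 higher and 22 lower in *Obp56h*-/- flies. *CG17224* (2L, 3016441 to 3018308) fell from 46.3 ± 3.34 CPM in *CSB* females to 6.93 ± 1.81 in *Obp56h*-/- females (mean ± SD, n = 2), a log2 fold change of -2.73 (standard error 0.18, adjusted p = 3.87e-08 from edgeR). In males the log2 fold change was -2.77 (adjusted p = 2.42e-08 from the same edgeR test). *DnaJ-H* (2L, 13163209 to 13166072), whose exons overlap those of *Sirt1* on the opposite strand, was 51.1 ± 9.17 CPM in *CSB* females and 0.872 ± 0.0206 in *Obp56h*-/- females (SD, n = 2). Its log2 fold change was -5.87 in females (standard error 0.22, adjusted p = 1.71e-11 from edgeR) and -4.99 in males (standard error 0.20, adjusted p = 4.03e-11).

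*DptA*, *AttB*, *Def*, *pirk* and *CecA1*, which act in the antimicrobial response, were higher in *Obp56h*-/- flies. Of 30 antimicrobial peptide genes tested, 20 were higher in each sex, and *BomBc3*, named after its values were seen, was lower in *Obp56h*-/- females (log2 fold change -0.88, adjusted p = 0.0147 from edgeR). *DptA* (2R, 18865765 to 18866260) had the largest difference of the 5, with 58.7 and 105 CPM in the *Obp56h*-/- female replicates and 1.57 and 0.0827 CPM in the *CSB* female replicates, and a log2 fold change of 7.14 in females and 5.48 in males (adjusted p = 8.38e-06 and 1.90e-04 from edgeR). *AttB* (2R, 14749223 to 14750165) had a log2 fold change of 3.82 in females and 2.75 in males (adjusted p = 2.75e-05 and 4.22e-04 from edgeR). For *Def* (2R, 10054178 to 10054576) it was 2.22 and 3.03 (adjusted p = 0.00139 and 6.90e-05 from edgeR), and for *pirk* (2R, 21660967 to 21662995) 1.71 and 1.58 (adjusted p = 1.17e-04 and 4.21e-04 from edgeR). *CecA1* (3R, 30210874 to 30211273) had a log2 fold change of 3.86 in females (adjusted p = 0.00205 from edgeR). In *CSB* males only 3 and 1 reads were counted on it, and it was at least 19.5-fold higher in *Obp56h*-/- males (adjusted p = 0.00208 from edgeR). The replicates of *Obp56h*-/- males lay far apart for *DptA* (25.5 ± 21.7 CPM, SD, n = 2) and *AttB* (20.2 ± 12.5 CPM, SD, n = 2). *DptA* and *CecA1* no longer passed in either sex with limma's voom and sample weights. *AttB* and *CecA1* in males did not pass when each sex was fitted on its own.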

Thirty-five genes were common among both sexes, including *CG17224*, predicted to encode a uridine phosphorylase (Gaudet *et al*., 2011), *DNAJ-H*, which encodes a chaperone heat shock protein (Gaudet *et al*., 2011; Whitaker *et al*., 2013), genes associated with antimicrobial immune responses, including *def, Attb, DptA, CecA1* and *pirk,* and predicted genes with unknown functions. 

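Of 1096 lncRNA genes tested, 8 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in females, 2 higher and 6 lower in *Obp56h*-/- flies, and 6 in males, 1 higher and 5 lower. The 5 that passed in both sexes, named after their values were seen, were *lncRNA:CR32553*, which was higher, and *lncRNA:CR32368*, *lncRNA:CR43625*, *lncRNA:CR45394* and *lncRNA:CR45395*, which were lower. Of 151 snoRNA genes, *snoRNA:Psi18S-841d* and *snoRNA:Tudor-SN-a* were higher in *Obp56h*-/- females and *snoRNA:CG32479-b* was lower in *Obp56h*-/- males. None passed in both sexes, where 5 snoRNA genes had an unadjusted p under 0.05 in both. Of 57 tRNA genes, *tRNA:Tyr-GTA-1-9* passed in females, and it lies within the exons of *Ntl* on the same strand. The number of tRNA genes that passed was 0 in males, with 2 at an unadjusted p under 0.05, and 0 in both sexes, with 1 at an unadjusted p under 0.05 in both. These counts changed with the processing. When counts were divided by gene length as in GeTMM and tested by likelihood ratio in each sex, 34 lncRNA, 23 snoRNA and 27 tRNA genes passed in females and 60, 18 and 21 in males. The lncRNA genes as a group were lower in *Obp56h*-/- females mainly against *CSB* replicate 1: their median log2 difference, relative to all genes, was -0.99 against *CSB* replicate 1 and -0.06 against *CSB* replicate 2. Among lncRNA genes with a mean of at least 50 counts, the median log2 fold change was 0.03 in females.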

Long noncoding RNAs, snoRNAs, and tRNAs also show differential expression in both males and females. Most of the male-specific genes are genes of unknown function. 

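There were 21 genes with an adjusted p under 0.05 in males and not in females, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The annotation used here holds no gene functions, so the share of genes whose symbol is a CG or CR number was taken in their place. It was 10 of 21 genes (47.6%) against 35.5% of all genes tested (Fisher's exact test, two-sided, p = 0.259), and 13 of 21 (61.9%) against 45.2% (Fisher's exact test, p = 0.131) with symbols that end in such a number after a class name, as in *lncRNA:CR45239*. *snoRNA:CG32479-b*, which ends in a letter, was not counted. Of the 21 genes, 15 had an unadjusted p under 0.05 in females and the same direction there. The sex difference in the effect passed the same adjustment for 1 of the 21, *CG4757*, and 10 had an unadjusted p under 0.05 for it. The choice of genes that passed in males only by itself favors such low unadjusted p-values.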

As expected, expression of *Obp56h* was absent in both *Obp56h*^−/−^ males and females compared to the *CSB* control.

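Relative to the floor of 3 counts, *Obp56h* was at least 30.1-fold lower in *Obp56h*-/- females than in *CSB* females (adjusted p = 1.36e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and at least 40.9-fold lower in *Obp56h*-/- males (adjusted p = 4.01e-06). The CPM in *CSB* was 4.35 ± 0.886 (SD, n = 2) in females and 5.60 ± 0.629 (SD, n = 2) in males. The genes on both sides were examined as well. *Toll-7*, downstream, had a log2 fold change of 0.21 in females (standard error 0.16, adjusted p = 0.631 from edgeR) and 0.15 in males (standard error 0.15, adjusted p = 0.815). *Obp56g*, upstream, had -0.10 in females (standard error 0.21, adjusted p = 0.889 from edgeR) and -0.51 in males (standard error 0.21, adjusted p = 0.489). Neither gene passed, although the difference of *Obp56g* in males had an unadjusted p of 0.0264. *lncRNA:CR45231*, which ends 25818 bp upstream, had a log2 fold change of -2.91 in females (standard error 0.90, unadjusted p = 0.00453, adjusted p = 0.189 from edgeR), with 10 and 5 reads in *Obp56h*-/- females and 52 and 16 in *CSB* females. In CPM these were 0.408 and 0.277 against 4.79 and 0.661 in replicates 1 and 2. The difference came mainly from *CSB* female replicate 1, a library with reads on genes that had none in *Obp56h*-/- males. In males *lncRNA:CR45231* had -0.24 (adjusted p = 0.953 from edgeR). At most 3 reads in any library were counted on *tRNA:Lys-CTT-1-11*, too few to test.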

**Fig. 4.**
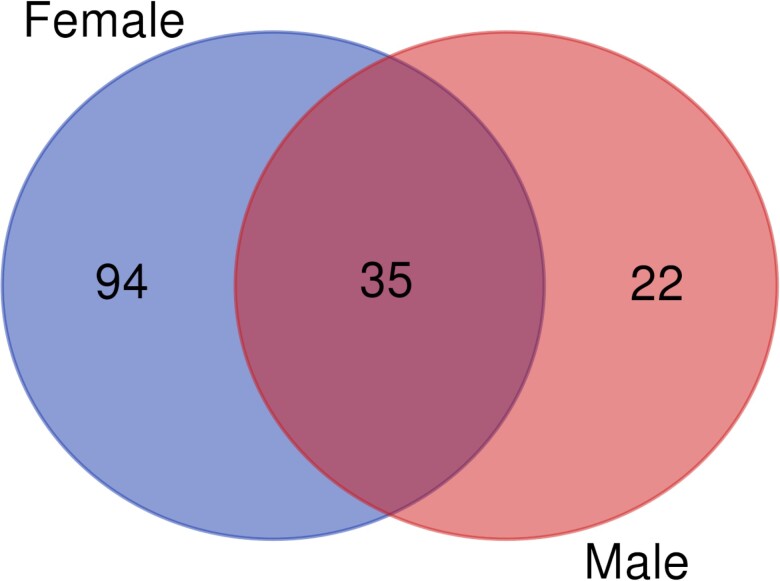
Venn diagram of differentially expressed genes across both sexes in *Obp56h*^−/−^ flies compared to the control.

Along with lncRNAs and snoRNAs, several *snRNA*s are differentially expressed in females, which are associated with control of mRNA splicing (Wilkinson *et al*., 2020). 

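Of the 28 snRNA genes tested, 0 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in females, and 6 had an unadjusted p under 0.05. In males, 0 passed and 4 had an unadjusted p under 0.05. The paper lists 9 snRNA genes in females, 5 of them higher in *Obp56h*-/- flies. All 9 had the listed sign here, and the lowest adjusted p among them was 0.0862 from edgeR over all genes and 5 passed when only the genes of the paper's list were adjusted. Fitted in each sex on its own, 8 of the 9 passed, and with counts divided by gene length and a likelihood ratio test, 7 did. As a group, the 28 genes had a median log2 fold change of 0.21 in females, 18 higher and 10 lower, which did not pass in limma's camera test of gene sets (adjusted p = 0.102 over 18 tests). The group did pass with library size as the only scaling (adjusted p = 0.0267 from camera), with at least 10 counts in every library (0.0497) and among members with a mean of at least 50 counts (0.0147). It did not pass with RLE factors (adjusted p = 0.1093 from camera) or with the replicate number as a block (0.0618). Nor did it pass with fry, a rotation test of the replicates (adjusted p = 0.7825). For snoRNA genes, 88 of 151 were higher in females, with a median log2 fold change of 0.13 (adjusted p = 0.0143 from limma's camera test). This set did not pass with fry (adjusted p = 0.7825). Of 10 snoRNA genes on the paper's female list, 2 passed here, and of 4 lncRNA genes on it, all 4 did.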

Genes that encode cuticular proteins (*Cpr49Ae*, *Cpr100A, Acp1*, and *Edg91*) are differentially expressed in females, along with *CG12895*, which is associated with the assembly of succinate dehydrogenase, ribosomal proteins (*RpS2*, *RpS3*, *RpS15Ab*, *RpL3*, *RpL7* and *RpL28*), and components of the mitochondrial electron transfer chain (*CG40472*, *Mt:ND2* and *Mt:ND6*) (Supplementary Table 4).

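Of the cuticular protein genes, *Acp1* (2L, 7740562 to 7741537) was 35.4 ± 12.0 CPM in *Obp56h*-/- females and 9.70 ± 1.79 in *CSB* females (mean ± SD, n = 2), a log2 fold change of 1.89 (standard error 0.27, adjusted p = 5.94e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It also passed in males, with 1.53 (adjusted p = 0.0106 from edgeR). *Cpr100A* (3R, 30867521 to 30869184) had a log2 fold change of 1.08 in females (standard error 0.20, adjusted p = 0.00768 from edgeR) and *Cpr49Ae* (2R, 12402216 to 12405108) of 0.80 (standard error 0.15, adjusted p = 0.0118). *Cpr100A* did not pass with library size as the only scaling. *Edg91* (3R, 17610856 to 17611511) was lower, 1.45 ± 0.254 CPM against 5.51 ± 1.71 (SD, n = 2), but its log2 fold change of -1.90 (standard error 0.50) did not pass (adjusted p = 0.0914 from edgeR). Over 59 cuticular protein genes, 16 were higher and 43 lower in *Obp56h*-/- females, but among those with a mean of at least 50 counts the median log2 fold change was 0.11.

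*CG12895* (2R, 10436598 to 10437382) had a log2 fold change of 0.94 (standard error 0.21, adjusted p = 0.0395 from edgeR), which no longer passed with library size as the only scaling, with at least 10 counts in every library or with libraries thinned to equal depth. Among the ribosomal protein genes, *RpS15Ab* (2R, 10821676 to 10822399) passed, with 31.7 ± 1.82 CPM in *Obp56h*-/- females and 55.9 ± 12.1 in *CSB* females (SD, n = 2) and a log2 fold change of -0.82 (adjusted p = 0.0277 from edgeR). It did not pass with libraries thinned to equal depth. *RpS2*, *RpS3*, *RpL3*, *RpL7* and *RpL28* were lower by a log2 fold change between -0.64 (*RpS3*) and -0.50 (*RpL28*), with adjusted p between 0.0875 and 0.390 from edgeR, and did not pass. Exons of *RpL3* and *RpL28* overlap snoRNA genes on the same strand. All 81 cytoplasmic ribosomal protein genes together had a median log2 fold change of -0.24, 69 of them lower (adjusted p = 2.06e-09, camera with an inter-gene correlation of 0.01), but fry, a rotation test of the replicates, did not pass (adjusted p = 0.270).

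*CG40472* (3L, 24927130 to 24927710) had a log2 fold change of 0.77 (standard error 0.17, adjusted p = 0.0365 from edgeR), which did not pass with library size as the only scaling or with libraries thinned to equal depth. *mt:ND2* was lower, with -0.63 (standard error 0.20, adjusted p = 0.237 from edgeR), and *mt:ND6* higher, with 1.07 (standard error 0.45, adjusted p = 0.400) and neither passed. The counts of *mt:ND6* were 382 and 217 in *Obp56h*-/- females and 98 and 114 in *CSB* females.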

Several transcripts that are responsive to stress are also differentially expressed. 

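In *Obp56h*-/- females, *TotA* (3R, 20871036 to 20871700) was 28.6 ± 1.73 CPM against 70.3 ± 27.9 in *CSB* females (mean ± SD, n = 2), a log2 fold change of -1.29 (standard error 0.23, adjusted p = 0.00678, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *TotC* (3R, 20872988 to 20873580) had a log2 fold change of -1.24 (standard error 0.24, adjusted p = 0.0108 from edgeR), and *TotM* (2L, 5329857 to 5330464) of -1.82 (standard error 0.40, adjusted p = 0.0321). *TotX* (3R, 20904917 to 20905518) was 74.5 ± 5.62 CPM in *Obp56h*-/- males against 164 ± 69.1 in *CSB* males (SD, n = 2), with a log2 fold change of -1.14 (standard error 0.24, adjusted p = 0.0376 from edgeR). In females *TotX* did not differ (log2 fold change -0.07, adjusted p = 0.954 from edgeR), and in males *TotA*, *TotC* and *TotM* were lower without passing (log2 fold change -0.76, -0.84 and -0.74). Of 7 Turandot genes, 6 were lower in *Obp56h*-/- females and all 7 in *Obp56h*-/- males. These counts include genes with a difference smaller than its standard error. They were *TotE* (log2 fold change -0.0064, standard error 1.22) and *TotX* (standard error 0.30) in females. In males they were *TotE* (-0.25, standard error 1.31) and *TotF* (-0.18, standard error 1.10). *TotC* no longer passed with DESeq2, and *TotM* and *TotX* did not pass with DESeq2, with library size as the only scaling, with at least 10 counts in every library or with libraries thinned to equal depth. *DnaJ-H* was lower in both sexes, in every replicate, with counts of 21 and 16 in *Obp56h*-/- females against 484 and 1392 in *CSB* females, and of 44 and 44 in *Obp56h*-/- males against 1161 and 1323 in *CSB* males.

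**Figure D2:**
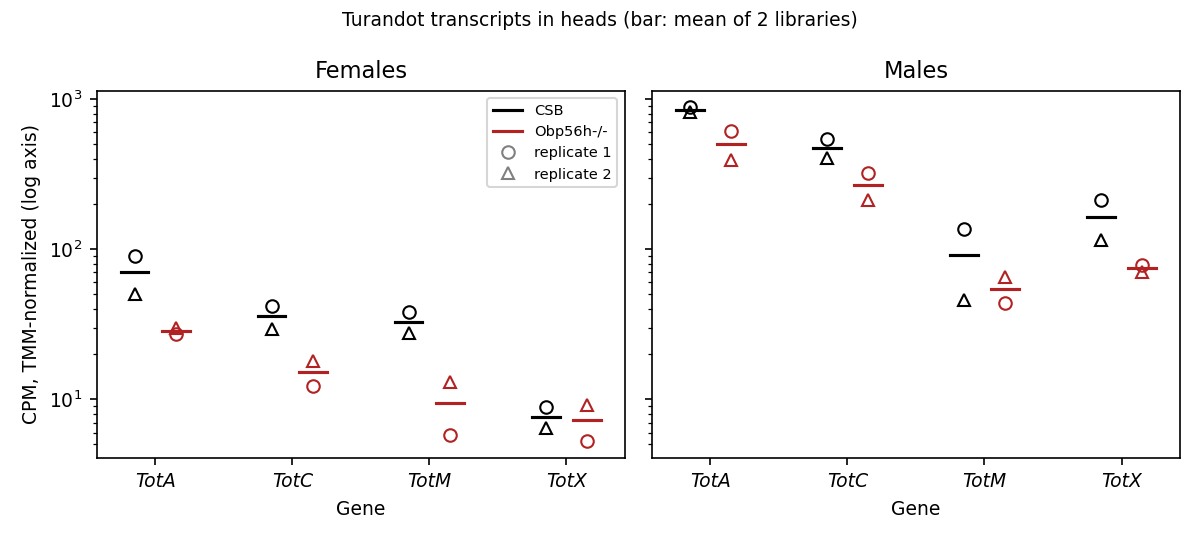
Expression of 4 Turandot genes in heads, in TMM-normalized CPM on a log axis, for females and males. Each open symbol is a library of 50 flies (circles replicate 1, triangles replicate 2), *CSB* in black and *Obp56h*-/- in red, and each bar is the mean of 2 libraries. In females both *Obp56h*-/- libraries lie below both *CSB* libraries for *TotA*, *TotC* and *TotM*, and in males for *TotX*, *TotA* and *TotC*.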

In females, these include *TotA*, *TotC*, and *TotM*, and in males *TotX*, members of the Turandot family of peptides that are secreted in response to stress (Ekengren and Hultmark, 2001; Brun *et al*., 2006), in addition to the heat stress-related *DNAJ-H* chaperone (Supplementary Table 4). *Obp56h*^−/−^ females show differential expression of *Lst*, which encodes the peptide hormone limostatin that is released by the corpora allata during starvation and suppresses insulin secretion (Alfa *et al*., 2016). 

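*Lst* (2R, 16574579 to 16576586) was 82.0 ± 8.49 CPM in *Obp56h*-/- females and 124 ± 2.78 in *CSB* females (mean ± SD, n = 2). Both *Obp56h*-/- replicates were below both *CSB* replicates, and the log2 fold change was -0.59 (standard error 0.16). It did not pass over all genes tested (adjusted p = 0.0862, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It did pass with a likelihood ratio test on the same counts, with DESeq2 and when the females were fitted on their own. In males the log2 fold change was 0.37 (standard error 0.16, adjusted p = 0.490 from edgeR).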

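*CCHa2* (3R, 13389059 to 13395197) was 126 ± 1.31 CPM in *Obp56h*-/- females and 71.2 ± 7.43 in *CSB* females (mean ± SD, n = 2). The log2 fold change was 0.83 (standard error 0.14, adjusted p = 0.00381, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in males it was 0.14 (standard error 0.14, adjusted p = 0.808).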

*CCHa2*, which encodes a ligand for the CCHamide-2 receptor that stimulates food intake (Ida *et al*., 2012; Ren *et al*., 2015), is also differentially expressed in *Obp56h*^−/−^ females (Supplementary Table 4).

## Discussion

We used CRISPR/*Cas9*-mediated gene deletion to assess pleiotropic effects on fitness-related quantitative traits and changes in genome-wide gene expression upon deletion of *Obp56h*. We chose *Obp56h* for its favorable properties for CRISPR/*Cas9* gene editing and because previous studies suggested that this gene might have pleiotropic effects on the transcriptome and organismal phenotypes (Swarup et al., 2011, 2014; Shorter et al., 2016). We found considerable sexual dimorphism in the effects of *Obp56h* deletion on survival under starvation and heat stress, locomotor activity, and day and night sleep. *Obp56h*^−/−^ mutants show a strong sexually dimorphic effect on starvation stress survival, with females being more resistant to starvation stress than the control. In contrast, *Obp56h*^−/−^ females, but not males, are highly sensitive to heat stress. The molecular mechanisms and cellular processes that give rise to these sexually dimorphic effects that result from deletion of *Obp56h* remain to be determined. We cannot exclude additional organismal phenotypes that may be affected by deletion of *Obp56h*. Whole-genome transcript analyses showed common genes affected by *Obp56h* deletion in both sexes as well as sexually dimorphic differences in differential gene expression (Supplementary Table 4). 

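The difference between the sexes in the effect of the deletion was tested directly, as the log2 fold change in females minus that in males. It had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment for 5 genes, and an unadjusted p under 0.05 for 413. *CR40621*, a gene not in the annotation used here, had a log2 fold change of -3.97 in females and 0.32 in males, an interaction of -4.29 (standard error 0.24, adjusted p = 1.46e-08 from edgeR). *Mdr50* and *Sardh* were lower in females only, with interactions of -2.22 and -2.42 (adjusted p = 0.0342 and 0.0442 from edgeR), and *CG4757* was lower by more in males (-1.79) than in females (-0.30, adjusted p = 0.545), with an interaction of 1.49 (adjusted p = 0.0342). The remaining gene, *tRNA:Tyr-GTA-1-9*, had 105 and 122 reads in *CSB* females and at most 3 in the other libraries, except for 252 in replicate 2 of *Obp56h*-/- males. These genes were named after their values were seen. In simulated libraries with no sex difference, between 0 and 6 genes passed this test, with a median of 2. At least as many genes as in the real libraries passed in 2 of 20 draws. The libraries were simulated independently, while same-numbered pools of *CSB* females and males deviated alike (Pearson correlation 0.533). With the replicate number as a block in the fit, more genes passed.

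Of 161 genes that passed in either sex, 93 passed in females only and 21 in males only. In the fit without the replicate block, the sex difference itself passed for 4 of the 93 and 1 of the 21. It had an unadjusted p under 0.05 for 49 of the 93 and 10 of the 21. These genes were picked for passing in 1 sex only, which by itself favors a low unadjusted p for the sex difference. In simulated libraries with no sex difference, a median of 21.5 of 200 changed genes passed in 1 sex only. Of the 140 genes that passed in females, 119 had the same direction in males, and of the 68 in males, 66 had the same direction in females. For 47 of the 93 genes that passed in females only, the unadjusted p in males was under 0.05 with the same direction.

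**Figure D3:**
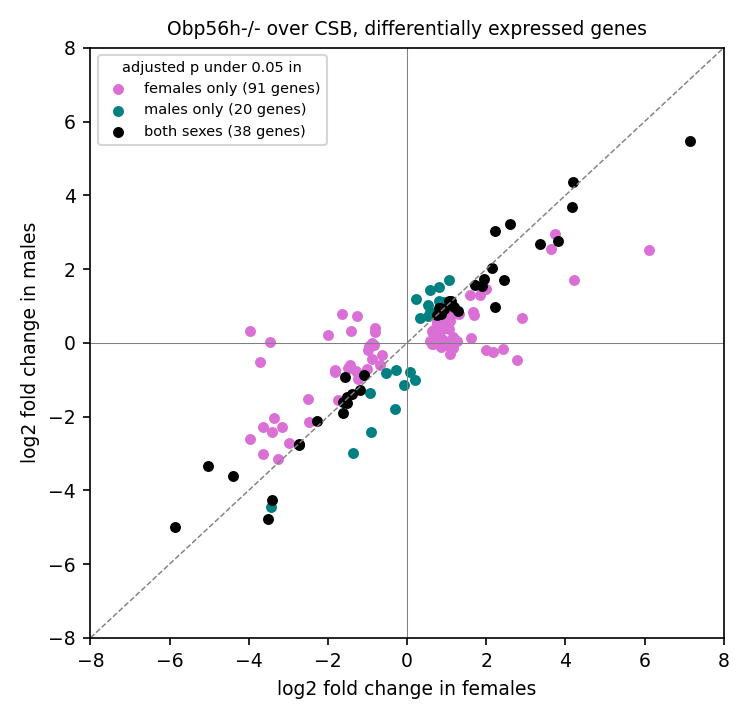
Log2 fold change in males (vertical axis) against females (horizontal axis) of 149 of the 161 differentially expressed genes, *Obp56h*-/- over *CSB*; 12 genes with a group at or below 3 counts are left out. Each point is a gene, colored by the sex in which its adjusted p was under 0.05 (38 in both sexes, 91 in females only, 20 in males only), and the dashed line marks equal changes; 127 of the 149 genes changed in the same direction in both sexes.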

The mechanisms by which mutations in a focal gene cause correlated changes in coregulated genes are not known. Such changes may change the function of neurons or glia in the brain and could possibly also result in trans-cellular effects on gene expression.

It is not surprising that there are differences in differential gene expression in *Obp56h* knock-out flies between males and females. There is a vast body of evidence in the literature that the genetic architectures that underlie complex traits are distinct between males and females. What gives rise to these differences is a big question in quantitative genetics that has not yet been resolved.

Differential expression of *Antennal dehydrogenase* (*Antdh*) in both sexes and *Obp56a* and *Obp19d* in females (Supplementary Table 4) is consistent with a previously reported role for *Obp56h* in chemosensation (Swarup *et al*., 2011, 2014). 

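*Antdh* (X, 11168030 to 11169058) was 23.8 ± 4.21 CPM in *Obp56h*-/- females and 73.0 ± 0.529 in *CSB* females (mean ± SD, n = 2), a log2 fold change of -1.61 (standard error 0.19, adjusted p = 7.58e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In males it was 13.4 ± 0.891 against 50.1 ± 14.4 CPM (SD, n = 2), a log2 fold change of -1.90 (standard error 0.19, adjusted p = 1.49e-05 from edgeR). *Obp56a* (2R, 19697723 to 19698508) was higher in *Obp56h*-/- females, 12.7 ± 0.00684 against 4.11 ± 0.960 CPM (SD, n = 2), with a log2 fold change of 1.66 (standard error 0.26, adjusted p = 0.00177 from edgeR). In males its log2 fold change was 0.84 (adjusted p = 0.291 from edgeR). *Obp19d* (X, 20419613 to 20420979) was 1448 ± 8.40 CPM in *Obp56h*-/- females and 768 ± 85.6 in *CSB* females (SD, n = 2), a log2 fold change of 0.92 (standard error 0.15, adjusted p = 0.00381 from edgeR), and in males it was 0.07 (adjusted p = 0.927).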

A previous study, in which expression of *Obp56h* was reduced through RNA interference, also found up-regulation of antimicrobial response peptides and Turandot peptides in heads of males and females (Shorter *et al*., 2016). This study also reported changes in cuticular pheromones in whole flies upon RNAi-targeted inhibition of *Obp56h* under a *Dll-GAL4* driver (Shorter *et al*., 2016).

It is intriguing to note that the increased starvation stress resistance of *Obp56h*^−/−^ females is consistent with a reduction in transcript abundance for limostatin, which suppresses insulin production, thereby allowing increased levels of insulin during starvation stress (Alfa *et al*., 2016), while up-regulation of the orexigenic peptide CCHa2 enhances appetite (Ren *et al*., 2015). We can speculate that increased mitochondrial metabolism, as reflected by up-regulation of electron transfer components, might offer protection during starvation stress by promoting energy generation to maintain cellular integrity. It is possible that changes in gene expression that promote resistance to starvation stress are not protective against heat stress.

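The 18 mitochondrially encoded genes tested had a median log2 fold change of 0.06 in *Obp56h*-/- females, 11 higher and 7 lower, and as a group did not pass (adjusted p = 0.416 over 18 gene set tests, limma's camera test). None of them passed on its own in females, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The set is not that of the electron transfer components of which the paper speaks, because it also holds tRNA and rRNA genes. Of these, *mt:tRNA:Trp-TCA*, *mt:tRNA:Tyr-GTA* and *mt:srRNA* were lower in females, and *mt:tRNA:Lys-CTT* and *mt:lrRNA* higher. Of the 3 genes of the electron transfer chain that the results name in females, *CG40472* and *mt:ND6* were higher in *Obp56h*-/- flies and *mt:ND2* was lower. The counts of *mt:ND2* in females were 591 and 530 in *Obp56h*-/- flies and 555 and 777 in *CSB*, from libraries of unequal depth. In CPM they were 24.12 and 29.35 in *Obp56h*-/- females, below 51.11 and 32.11 in *CSB* females.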

The ligand(s) for *Obp56h* in the brain is unknown but could be hydrophobic metabolites, which play a role in fundamental cellular processes. In addition, the link between *Obp56h* and gene regulation remains unknown. Altered expression of lncRNAs that may control gene expression, snRNAs that regulate splicing (Wilkinson *et al*., 2020), and snoRNAs associated with ribosomal function (Reichow *et al*., 2007) may be part of the mechanisms that regulate gene expression upon deletion of *Obp56h*.

The pleiotropic fitness effects of this member of the *Obp* family are likely not unique to *Obp56h* but may also pertain to other members of this rapidly evolving gene family. The results from this study, together with previous observations by us (Arya *et al*., 2010; Johnstun *et al*., 2021) and others (McGraw *et al*., 2004; Findlay *et al*., 2008; Sun, Larter, *et al.*, 2018), contribute to the mounting evidence that the functions of OBPs extend well beyond chemosensation and affect a variety of fundamental cellular processes.

## Supplementary Material

jkac307_Supplementary_Data

## Data Availability

RNA sequence data have been deposited in the GEO repository under accession number GSE215148. All raw data and code are available at: https://github.com/snehamokashi/Obp56h_KO_vs_CSB.git. Supplemental material available at *G3* online.

# Supplementary material for: Pleiotropic fitness effects of a Drosophila odorant-binding protein
**Source:** G3 (Bethesda). 2022 Dec 1;13(2):jkac307. doi: 10.1093/g3journal/jkac307
**Supplement:** jkac307_Supplementary_Data

**Supplementary Information**

**Supplementary Table 1. Primers used for generation and validation of the *Obp56h* null allele.**

**Supplementary Table 2. Effects of *Obp56h* null allele on organismal quantitative traits.** Genotype means and significance of differences from *CSB* (*t*-tests).

**Supplementary Table 3. RNA sequencing raw data. *CSB*: Canton S B control.** Obp56h_KO: Obp56h null allele M denotes males and F denotes females, and 1 and 2 indicate replicates 1 and 2, respectively. (A) Numbers of reads per gene. (B) Filtered and normalized counts/million reads.

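The values of part B of this table, the filtered and normalized counts, are GeTMM-normalized. The counts of each gene are divided by its length, the libraries are then scaled by TMM factors, and the result is given in CPM. The same steps were applied here to the deposited counts of all 8 libraries, and the results were compared with the portion of part B used here. Between 1957 and 1997 genes per library could be compared. The median ratio of the table's values to those computed here was between 0.994 and 1.02 with the libraries of both sexes scaled together, and between 0.934 and 1.08 with each sex scaled on its own.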

**Supplementary Table 4. 

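In females, the 5 largest increases by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were those of *CG9926* (at least 92.1-fold higher, adjusted p = 7.26e-09), *DptA*, *DptB* (log2 fold change 6.10, adjusted p = 6.39e-05), *CecA2* (at least 22.1-fold higher, adjusted p = 2.03e-04) and *CR45458* (at least 20.8-fold higher, adjusted p = 0.00107). *CG9926* (3R, 13949454 to 13951138) had 351 and 407 reads in *Obp56h*-/- females and 1 and 0 in *CSB* females, and its exons overlap *CG31517* on the opposite strand, as those of *DptB* overlap *CG43109*. The 5 largest decreases were those of *hpRNA:CR32207* (at least 30.6-fold lower, adjusted p = 3.19e-04 from edgeR; its exons overlap *CR42842* on the opposite strand), *CG33259* (at least 10.4-fold, 0.00986), *lncRNA:CR45394* (at least 9.19-fold, 0.0192), *Obp56h* itself and *tRNA:Tyr-GTA-1-9* (at least 51.0-fold, 0.0147). All of these genes but *DptA* and *DptB* had at most 3 reads in each library of a group, so the fold is a lower bound. The order is that of the fitted log2 fold changes, which are not measured for such groups, and the log2 fold change of *DnaJ-H* (-5.87) is larger than each of the bounds of the decreases. With limma's voom and sample weights, *CG9926*, *DptB*, *CecA2*, *CR45458* and *tRNA:Tyr-GTA-1-9* did not pass.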

RNA sequencing differential expression analysis.** (A) Genes differentially expressed when *Obp56h* is knocked out in females. (B) Enrichment analysis by Gene Ontology analysis for the female dataset. 

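In males, the largest increases by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, besides those already given for *DptA* and *CecA1*, were those of *CG9926* (at least 93.6-fold higher, adjusted p = 7.63e-09), *CG17237* (log2 fold change 4.36, adjusted p = 3.31e-04) and *CG12826* (log2 fold change 3.67, adjusted p = 0.0114). *CG9926* and *CG17237* did not pass with voom. *CG12826* had 16 and 0 reads in the *CSB* replicates and did not pass with DESeq2, voom, library size as the only scaling or a fit of the males alone. By the fitted log2 fold changes, the largest decreases besides *Obp56h* were those of *lncRNA:CR43625* (at least 37.3-fold lower, adjusted p = 1.52e-05 from edgeR), *CG33259* (at least 18.1-fold, 0.00631), *lncRNA:CR45394* (at least 14.0-fold, 0.0179) and *CG10814* (at least 3.52-fold, 0.0460). The order is not measured for groups at 0 reads, and *DnaJ-H* (log2 fold change -4.99) and *CG13924* (-4.78) were lower by more than the bounds of the last 3. *CG10814* had 14 and 4 reads in *CSB* males and 0 in both *Obp56h*-/- replicates, and did not pass with voom, RLE factors, library size as the only scaling or libraries thinned to equal depth.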

(C) Gene differentially expressed when *Obp56h* is knocked out in males. (D) Enrichment analysis by Gene Ontology analysis for the male dataset. 

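Of the 35 genes in this list, 31 had an adjusted p under 0.05 in both sexes here by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *CR45458* passed in females only, *snoRNA:CG32479-b* and *CG7214* in males only, and *tRNA:Arg-TCG-2-3* in neither.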

(E) Genes differentially expressed in both males and females.

How the deposited data were processed for this re-analysis (not part of the article)

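Gene expression was measured in heads of *Obp56h*-/- and *CSB* flies of both sexes, with 2 replicates of 50 flies in each of 4 groups. The authors trimmed, filtered and aligned the reads, counted the unique alignments on each gene, and deposited these counts without normalization, with the length of each gene. The GeTMM values of the paper were not among the deposited values and were computed from the counts. Which library belonged to which genotype, sex and replicate was taken from the labels the authors gave the libraries, and *Obp56h* had at most 1 read in each library labeled as *Obp56h*-/- and at least 54 in each library labeled as *CSB*. All 8 libraries and 17490 genes were used, and 0 columns of values were left out. Of the genes, 17288 were found in Ensembl's annotation of the BDGP6 assembly, from which their positions and classes were taken, and 202 were not.

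The depth of a library, between 10127941 and 25918919 counted reads, sets the smallest value it can show. The floor was taken as 3 reads, which is between 0.122 and 0.276 CPM. Where every replicate of a group was at or below it, the fold is given as a lower bound against the floor. Counting error alone is covered by such floors, not the differences between pools of flies.

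The counts were tested in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr (a smallest count of 10, groups of 2 libraries), libraries were scaled by TMM, and the 4 groups were fitted in one quasi-likelihood model. Contrasts were taken for genotype within females, within males, for the difference between these (the interaction) and for their average, each with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. CPM values are scaled by TMM. Means are given with their SD over 2 replicates. The test was tried on simulated counts in which 200 genes were changed by known folds. It recovered 81% of them in females, with 5.26% of the calls false, over 12890 genes tested. The changed genes had a mean of at least 20 counts and changed 2-fold or 4-fold, so the 81% holds for such genes only. In 20 further simulated draws, with a median of 12882 genes tested, the median share of false calls was 7.72% in females. On the first simulated counts, a likelihood ratio test of each sex on its own was also run. Of its calls, 24% were false in females and 13.1% in males.

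The genes named in the text are those the paper names as differentially expressed, the 5 largest increases and decreases in each sex among genes that passed and whose replicates did not overlap, genes that differ between the sexes for checking labels, and the genes next to *Obp56h*. Other genes were named after their values were seen. Gene sets were tested with camera in limma 3.58.1 (inter-gene correlation 0.01), 9 sets in each sex, with adjustment over the 18 tests.

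The alternatives set before the data were examined were a likelihood ratio test, DESeq2 1.42.0, limma's voom with sample weights, RLE factors or library size alone in place of TMM, no filter or at least 10 counts in every library, each sex fitted on its own, the replicate number as a block, protein-coding genes alone, libraries thinned to the lowest depth, an adjusted p under 0.01, counts per kb (GeTMM) with a likelihood ratio test, and each library left out in turn. The numbers of the replicates come from the labels, and nothing in the paper pairs the pools. After the data were seen, 7 alternatives were added: 6 other forms of the chain from GeTMM values to a likelihood ratio test, and the subtraction of background reads. A further form of this chain, with filterByExpr given the design matrix, was also tried then, and its results were not kept and are not reported. Positions of guide RNAs were not computed, because the genome sequence was not among the files used here. The paper's measurements of flies' traits were not among these files either. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.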

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

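The count on Y-linked genes, the rise on reproductive genes, the comparison of listed snRNA, snoRNA and tRNA genes and that of the interaction with simulated draws were chosen only after the result was seen, and the rule that reads the X to autosome ratio was written after the ratios were known.

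The effect of genotype differed between the sexes, by a test of the interaction itself, for 5 genes: *CR40621*, *tRNA:Tyr-GTA-1-9*, *Mdr50*, *CG4757* and *Sardh*. In simulated libraries with no sex difference, 2 of 20 draws gave at least as many genes. The libraries were simulated independently, without the correlation of 0.533 between the deviations of *CSB* females and males. The number may be made up of false calls of the test, although *CR40621* also passed at an adjusted p under 0.01. With background reads subtracted, 1 of the 5 genes passed. The position and overlaps of *CR40621* are not known, because it is not in the annotation used here. Reads of *tRNA:Tyr-GTA-1-9* can be shared with *Ntl*. With the replicate block, 18 genes passed, and the simulated draws were not fitted with it. For the number of genes, a biological sex difference cannot be told apart from false calls by these draws. *CR40621* on its own had an adjusted p of 1.46e-08.

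Genes outside the paper's lists passed as well, 55 in females and 24 in males. The median share of false calls in simulated libraries was 7.72% in females and 7.54% in males, so a share of these genes is what the test gives without a difference. A candidate explanation of the reverse, that genes on the paper's lists were lost here because counts were not divided by gene length before testing, was tested by length. Of the listed genes under 1 kb, 64.8% passed here in females and 70.3% in males, against 66.7% and 90.0% of the longer ones (Fisher's exact test, two-sided, p = 1 and 0.111), and with 1 kb as the limit no loss of short genes was seen beyond chance. The limit hides a loss of the shortest genes. Of the listed snRNA, snoRNA and tRNA genes, 3 of 25 (12%) passed in females and 1 of 8 (12.5%) in males, against 82 of 105 and 43 of 49 other listed genes (Fisher's exact test, two-sided, p = 1.09e-09 and 4.65e-05). Counts per kb called 21 of the 25 and 7 of the 8. Fits of each sex on its own, with no division by length, called 15 and 0, so division by length may account for a part of the loss.

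Yolk protein genes had signal in a male library. *Yp1* had 7221 reads in *CSB* male replicate 1 and 97 in replicate 2, and *Yp2* and *Yp3* were high in the same library (8242 and 10846 reads, against 180 and 833). If female heads had been mixed into the pool, other female-biased genes would rise by the same share. The rise in *Yp1*, *Yp2* and *Yp3* was 3.42%, 2.58% and 2.74% of the female level, and that of the 2 other female-biased genes 0.0013% for *fit* and 1.26% for *Obp99a*, with a median of 0.632%. Mixed female heads are therefore unlikely to account for all of it. Material rich in yolk protein transcripts, such as fat body, was not tested, and with 1 library affected no biological explanation was tested.

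Genes with no reads in *Obp56h*-/- heads of the other sex had reads in *CSB* replicate 1, where, without TMM scaling, 579 CPM fell on 1484 such genes in *CSB* female replicate 1 against 34.8 CPM in *Obp56h*-/- female replicate 1. Thinned to the same depth, *Obp56h*-/- female replicate 1 had 34.5 CPM on them, but random thinning keeps CPM on average, so this says nothing about depth. Genomic DNA would give males a ratio of X to autosome reads near 0.5 times that of females. The ratio was 0.304 in *CSB* male replicate 1 (95% interval 0.128 to 0.564, by resampling genes) and 0.864 in *CSB* female replicate 1 (0.579 to 1.36). It was also low in *Obp56h*-/- male replicate 1, a library without the excess (0.318, from 10 reads on X-linked genes), and 0.629 and 0.755 in the other male libraries. Genomic DNA would also put reads on Y-linked genes in the male library, and 241 reads were on 9 Y-linked fertility genes in *CSB* male replicate 1, against 11 in *CSB* female replicate 1 and 69 in *CSB* male replicate 2. RNA of another tissue would sit on few genes. The 10% of silent genes with most reads per kb held 31.3% of the reads in the female library and 46.0% in the male library, which is under 50%, but above the 12.3% and 12.9% that length alone would give. Eggshell genes had 4.97 times the reads per kb of silent genes in the female library, and male reproductive genes 9.46 times in the male library, but these ratios decide nothing, since the rate on silent genes is itself raised. From *CSB* replicate 2 to replicate 1, the rise per kb on eggshell genes was 3.83 times that on silent genes in females and 3.35 times in males, and on male reproductive genes 2.81 times in females and 4.51 times in males. Genomic DNA alone would raise all genes alike, but these ratios cannot test this. Silent genes were picked for having no reads in *Obp56h*-/- heads of the other sex, which by itself can lower the rise on them. Eggshell and male reproductive genes also rose by more in both sexes, so the ratios do not decide whether genomic DNA was the only source. Genomic DNA in both libraries remains a hypothesis for a part of the reads, from the ratio of 0.304 and the Y-linked genes, and RNA of reproductive tissues cannot be told apart from it. RNA of testis would also put reads on Y-linked genes.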

How the results depend on the processing

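The tests here were chosen before their results were seen, except for the 7 added alternatives named below, which were chosen after the data were seen. The cause of a change was not tested unless a value is given for it.

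The processing changed the numbers of differentially expressed genes in females, differentially expressed genes in males, differentially expressed genes in both sexes, genes with a sex difference in the genotype effect and differentially expressed genes averaged over the sexes. From 140, 68, 47, 5 and 261, they went to 288, 169, 86, 30 and 1144 with a likelihood ratio test. With no filter they were 416, 279, 156, 70 and 959. DESeq2 gave 236 in females, 120 in males, 19 with a sex difference and 852 for the average, and its 68 in both sexes was within 1.5 times. Counts per kb (GeTMM) with a likelihood ratio test gave 298, 219 and 73 in females, males and both. On simulated counts not divided by length, a likelihood ratio test of each sex on its own made false calls. They were 24% of its calls in females and 13.1% in males, so a part of such added genes may be false calls. Fitted on its own, each sex gave 338 in females, 28 in males and 24 in both, and 25 genes of the paper's list in males passed in place of 44. At an adjusted p under 0.01 the numbers were 64, 33, 28, 1 and 128. Library size as the only scaling gave 91 in females and 2 with a sex difference. At least 10 counts in every library gave 31 in both sexes, 1 with a sex difference and 166 for the average, and *Obp56h* had no value under this filter. With libraries thinned to equal depth, 3 genes had a sex difference. Limma's voom, RLE factors and protein-coding genes alone stayed within 1.5 times for all of these counts (131, 144 and 142 in females). All 140 and 68 genes were among those called with the likelihood ratio test and with no filter, and 125 and 57 with counts per kb.

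Alternatives were also added after the data were seen. Background subtracted left 1 gene with a sex difference, and 120 in females. Counts per kb with the filter on counts gave 283, 203 and 78 in females, males and both. Of the 5 forms in which GeTMM values were tested as if they were counts, the numbers were 138, 163, 130, 159 and 163 in females and 51, 55, 55, 58 and 55 in males, and 128 of the paper's genes in females passed in the 3 forms with no further scaling, in place of 85.

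The replicate block raised the numbers to 222 in females, 128 in males, 80 in both sexes, 18 with a sex difference and 524 for the average, from 140, 68, 47, 5 and 261 without it, and all 140 and 68 genes were among them. Deviations of same-numbered replicates from their group means had a Pearson correlation across genes of 0.0680 between *CSB* and *Obp56h*-/- females and 0.0443 in males, so the numbers do not pair the pools of both genotypes. Between *CSB* females and *CSB* males it was 0.533, so same-numbered *CSB* pools deviated alike in both sexes, which bears on the interaction, the average and the genes called in both sexes.

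With one library of the other sex left out, the differentially expressed genes in females numbered from 201 to 529 and the differentially expressed genes in males from 76 to 116, and the differentially expressed genes averaged over the sexes from 155 to 1649 over the 8 fits. *Obp56h* was at least 25.6-fold to 35.0-fold lower in females over the 8 fits. The lowest number for the average came without *CSB* female replicate 1, and the highest number in females and for the average came without *CSB* male replicate 2.

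Of 18 gene set tests, 13 passed with camera and 0 with fry, where 3 had an unadjusted p under 0.05. The direction of some sets was reversed. The tRNA genes in males were tested as lower with fry (median log2 fold change -0.0754), and had -0.12 with at least 10 counts in every library. In females they were tested as higher with library size as the only scaling (median -0.43), which itself moves the median of all genes to -0.14 in each sex from -0.03 in females and -0.05 in males. With at least 10 counts in every library, cuticular protein genes in females (-0.0917) and lncRNA genes in males (-0.0184) were reversed. Among members with a mean of at least 50 counts, so were cuticular protein genes in females (0.11) and males (-0.16) and lncRNA genes in females (0.0314) and males (0.0574). Ribosomal protein, antimicrobial and Turandot genes kept their direction in all 6 alternatives run for gene sets.

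With library size as the only scaling, 38.9% of the differentially expressed genes in males were higher, against 51.5% with TMM, and 30.1% of the differentially expressed genes averaged over the sexes, against 45.6%. Of the 40 named genes and sexes, 31 passed, and between 22 (at least 10 counts in every library) and 37 (no filter) passed under the alternatives that were not added later. The depth of the shallowest library limits the bounds for genes near the floor: thinned to that depth, *Obp56h* was at least 14.1-fold lower in females.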

Differences from the paper's values

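None of the comparisons here is a test, and which alternatives were added after the data were seen is said where they appear.

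For *DnaJ-H* in males, the log2 fold change was -4.99 and the paper's is -4.94, and the replicates of this gene lie closer together than this difference. With DESeq2 (-4.98), RLE factors (-4.97) and no filter (-4.97), the value fell within the replicate spread of the paper's, and with the other alternatives set before the data were examined it did not. For *Cpr49Ae* in females, the log2 fold change was 0.80 and the paper's is 0.68. With library size as the only scaling it was 0.68, and with the other alternatives set before the data were examined the gap stayed open. The gap was not particular to *Cpr49Ae*. In females *Obp19d* had 0.92 against the paper's 0.79, *CCHa2* 0.83 against 0.70, *Antdh* -1.61 against -1.74 and *Lst* -0.59 against -0.71. *DnaJ-H* in females went the other way (-5.87 against -5.79). Library size as the only scaling also moved the median of all genes in females, to -0.14 from -0.03. Over 37 log2 fold changes compared, all 37 had the sign of the paper's and the median absolute difference was 0.122. In the 5 forms that test GeTMM values as if they were counts, which were chosen after seeing the values, the median absolute difference over the paper's female list was between 3.72e-06 (scaled within sex, no further scaling) and 0.0408.

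The numbers of differentially expressed genes were within 1.5 times of the paper's: 140 in females where the paper's number is 130, 68 in males where it is 57, and 47 in both sexes where it is 35. The form scaled within sex with TMM factors computed again gave 130 genes in females, of which 109 are on the paper's list, and no form reported here gave the paper's numbers in both sexes. These forms were chosen after seeing the values.

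The paper lists some genes as differentially expressed that did not pass here. *Edg91* did not pass in females, and did with the likelihood ratio test, counts per kb, voom, no filter, each sex on its own and the replicate block. *Lst* did not pass in females, and did with the likelihood ratio test, counts per kb, DESeq2, library size as the only scaling, no filter, each sex on its own and the replicate block. *RpS3* did not pass, and did with the likelihood ratio test, counts per kb, DESeq2, voom, no filter, each sex on its own and the replicate block. *RpL7* did with counts per kb and each sex on its own, and *RpL3* with each sex on its own. *RpS2* and *mt:ND2* did with no filter and each sex on its own, and *mt:ND6* with these and the replicate block. *RpL28* did with none of the alternatives set before the data were examined other than leaving out a library. Without *CSB* male replicate 1 or 2, each of the 9 genes passed, and *Edg91* and *mt:ND6* did so without each male library. All 9 passed in the form scaled within sex with no further scaling, which was chosen after seeing the values. The other forms, chosen in the same way, called *Edg91*, *Lst*, *RpS3* and *RpL7* in all 6, *RpL3* in 5, *RpS2*, *RpL28* and *mt:ND2* in the 3 with no further scaling, and *mt:ND6* in these and in counts per kb with the filter on counts.

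The paper states that snRNA genes were differentially expressed in females, and 0 of 28 passed here, where 6 had an unadjusted p under 0.05. The likelihood ratio test called 2 snRNA genes, DESeq2 called 1, voom and the replicate block 3 each, no filter and each sex on its own 8 each, and counts per kb 9. The forms added after seeing the values called between 8 and 10. The paper's discussion speaks of up-regulated components of electron transfer, and *mt:ND2* was lower in females here (-0.63), as it is in the paper's own table. The paper's discussion cites an earlier RNA interference study as also finding Turandot peptides up-regulated. Here *TotA*, *TotC* and *TotM* in females and *TotX* in males were lower (-1.29, -1.24, -1.82 and -1.14). They are lower in the paper's own table as well (-1.42, -1.36, -1.92 and -1.15), so the direction here is that of the paper's own data.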

Other observations

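The tests of spacing without the genes noticed on 3L were chosen only after the result was seen, and the other tests here before it.

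Genes called in both sexes lay near each other. Of 47 such genes, 14 had another within 100 kb, where random sets of genes matched on expression had a median of 4 (permutation test, 10000 sets, p = 0.002). Without antimicrobial peptide genes it was 12 of 42, where random sets also had a median of 4 (permutation test, p = 0.0041). These 2 tests include the genes on 3L that had been noticed before and led to them, so they decide nothing. *CG33259*, *lncRNA:CR43625*, *lncRNA:CR45395* and *lncRNA:CR45394* lie on 3L between 15407832 and 15458309 and were lower in both sexes, and *CG33259* and *lncRNA:CR45394* had 0 reads in every *Obp56h*-/- library. Without these 4 genes, 10 of 43 had another within 100 kb (permutation test, p = 0.0238), and without antimicrobial genes as well 8 of 38 (permutation test, p = 0.0434), which is at the upper end of the 95% range of random sets (0 to 8). A candidate explanation is that chromosome segments differ between the stocks apart from the deletion, for which this evidence is weak. Co-regulated neighbors would give the same pattern and were not tested apart from the antimicrobial genes.

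The lncRNA genes as a group were lower in *Obp56h*-/- females (median log2 fold change -0.65, adjusted p = 1.12e-06 from limma's camera test, 839 of 1096 lower). Against all genes, the difference was -0.99 with *CSB* female replicate 1 alone as the control and -0.0637 with replicate 2 alone, and in males -0.56 and -0.0988. Background reads in *CSB* replicate 1 may therefore account for the lower lncRNA genes.

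The ribosomal protein genes were lower in females (median -0.24, adjusted p = 2.06e-09 from limma's camera test, 69 of 81 lower) and in males (median -0.31, adjusted p = 2.48e-13, 77 of 81 lower). With each library left out in turn, the highest median over both sexes was -0.111, so no single library accounts for the direction. Rotation with fry did not pass (adjusted p = 0.270, the lowest of the 18 tests), and a difference between genotypes in heads remains a hypothesis.

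In males, the mitochondrially encoded genes were higher (median 0.33, adjusted p = 0.00726 from limma's camera test, 13 of 18 higher), and so were the snRNA genes (median 0.44, adjusted p = 3.45e-06, 23 of 28 higher). Neither set passed with fry (adjusted p = 0.4211 for each), and none of their genes passed on its own in males. With at least 10 counts in every library, the snRNA set did not pass either (adjusted p = 0.0608 from camera), and the mitochondrial set did (0.0471). Both passed in the other alternatives run with camera. Antimicrobial peptide genes were higher in females (median 0.86, 20 of 30 higher) and in males (median 0.13, 20 of 30 higher).

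Averaged over the sexes, 261 genes passed. Among all 18 splits of the libraries within sex, the real one gave the most genes, and the others had a median of 0. Among the 8 splits of the libraries within sex that part all same-numbered pairs, 1, the real one, gave as many, and the most in another was 8. With 8 splits, or with all 18, the share cannot go below 0.05 whatever the data, so this count cannot tell the result apart from chance and does not speak against it.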
